A study of Mus musculus with 26 samples. Its data were reported in "Analysis of gene expression during neurite outgrowth and regeneration" (2007).

How the data were processed

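The samples were superior cervical ganglion (SCG) explants of embryonic day 13 CD1 mice, cultured in a collagen gel with 25 ng/ml nerve growth factor (NGF) beside an aggregate of Cos7 cells, a kidney-derived cell line. The aggregate was mock-transfected in the control arm and transfected with a Semaphorin 3A (Sema3A) plasmid in the other arm. Each arm held 2 cultures at each of 6 times, which gave 12 groups and 24 cultures. Freshly dissected SCG and dorsal root ganglia (DRG, embryonic day 12) gave 1 reference pool each. Groups were taken from the sample labels. The titles give 40 h for 4 cultures whose descriptions give 48 h. The titles were followed, and 48 h was tried as an alternative.

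The deposited values were log2 probe set intensities on the MG-U74Bv2 array, which the authors extracted from doubly amplified RNA with gcrma (version 1.1), including background correction, normalization between arrays and summarization of probes. The authors added a constant to the logged intensities of the SCG arrays. Whether the deposited values include it is not stated, and a constant shared by every array changes no difference reported here. The authors excluded probe sets annotated as incomplete, rules dropped or cross-hybridizing. The deposited table held 3049 probe sets, a part of the array, and no control probe set. It carried no background level, detection call or scan intensity. The number of arrays limits the precision. All 26 columns of values mapped to a sample, and 0 did not.

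Of the probe sets, 2904 were paired with 1 gene symbol, 47 with several and 98 with none, and the Entrez identifiers of 2899 matched the reference gene table (assembly GRCm38.p6), which changed 0 symbols. The named probe sets covered 2665 different genes. No coordinates were used. The highest correlation between any 2 arrays was 0.997 and the smallest standard deviation of a difference between 2 arrays was 0.202, so no array was a copy of another.

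Linear models were fitted with limma 3.58.1 in R 4.3.3 on the deposited values, with no filter and no further normalization. Adjusted p values are limma's moderated tests with Benjamini-Hochberg adjustment over all probe sets, at a threshold of 0.05. Change over time in control cultures was tested with a quadratic in hours (moderated F). The thresholds of the study were also applied, namely an unadjusted p of at most 0.05 for the quadratic or the linear model and at least 1.5-fold between any 2 times. A model with a mean for each of the 12 groups gave the contrast of late (40 and 65 h) minus early (2 and 5 h) cultures in each arm, with 4 cultures in each set, its difference between the arms, the 5 steps between successive times averaged over both arms, and the mean difference between Sema3A and control cultures. The effect of Sema3A over time was tested with the 2 interaction terms of treatment with hours and hours squared. At the thresholds of the study a probe set needed an unadjusted interaction p of at most 0.05 and at least 1.5-fold between the arms at any time. Standard errors (SE) come from these fits, and standard deviations (SD) are over cultures.

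One SCG replicate is not a single culture followed through all times, because the authors drew its times from more than 1 setup. The p values therefore measure the spread between these cultures. Whether replicate numbers pair the arms was checked before the fits were compared. At each of the 6 times the control and Sema3A cultures of the same number deviated together from their group means, with correlations across probe sets of 0.51 to 0.77. These correlations are the source of the pairing, because the labels do not state it. Values with the pairs as a block are given beside the Sema3A results whose calls they change. The step contrasts count both cultures of a setup as independent.

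There were 25 gene lists fixed before the data were examined, covering cell cycle, outgrowth, cytoskeleton, synapse, signalling, metabolism, stress, positional identity, and markers of neuronal and other cell types. The study had already reported cell division, extracellular matrix, lysosome and lipid metabolism as themes from its SCG and DRG arrays. It also described a sub-cluster that peaked earlier than most of its cluster. Of its genes Atf3, Egr1, Maff and Zbtb2 are on the immediate-early and injury list used here. List results on the themes above and on that list are therefore not independent of that report. The 21 lists with at least 5 measured genes were tested with camera (preset correlation between genes 0.01, 1 probe set per gene, adjusted over the lists) on the late minus early contrast and on the mean Sema3A effect. Camera with an estimated correlation and fry, which asks whether the genes of a list move on balance one way, were run beside it. The pools have 1 array each and no test. Their lists were placed by the percentile of the median among 10000 random lists of the same size matched on mean expression.

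The rule for named genes was also fixed before the data were examined. It takes probe sets with 1 gene symbol that is not a clone name, of which there were 2855. For outgrowth it takes the 12 largest rises and 12 largest falls among probe sets past both adjusted thresholds whose 4 late control cultures all lie on one side of the 4 early ones. For each list it takes up to 4 members with the smallest p. For each step it takes the 3 largest changes each way. For Sema3A it takes up to 10 genes past an adjusted threshold, or otherwise the 6 with the largest difference at the thresholds of the study, as well as the genes the study followed by quantitative PCR and the semaphorin signalling members with the smallest p. For each pool comparison it takes the 10 largest differences each way. Rises, falls and differences in the outgrowth, Sema3A and pool rules come from probe sets whose highest group mean lies above the median of all probe sets.

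The fits were tested on simulated data, except the linear fit over time and the Sema3A contrasts at single times, with the real means and spreads, 200 changed probe sets of 3049, and a share of 0.5 of the variance common to a setup. For the late minus early contrast in control cultures, 59.7% of 1.5-fold, 79.1% of 2-fold and 100% of 4-fold changes were recovered, with 7 false calls. For the time by treatment interaction these shares were 23.9%, 47.8% and 84.8%, with 0 false calls, and with the pairs as a block 25.4%, 70.1% and 90.9%, with 6 false calls. The 3-term fit with the pairs as a block recovered 55.2%, 86.6% and 98.5%, with 7 false calls. For the interaction and the 3-term fit the simulated change grew in a straight line with hours and reached the named fold only at 65 h. Their shares therefore do not cover a change at 1 earlier time. For the mean Sema3A effect with the pairs as a block the shares were 95.5%, 100% and 100%, with 14 false calls. The step from 5 to 12 h recovered 52.2%, 83.6% and 100% and made 42 false calls, and the other 4 steps recovered 43.3% to 61.2% of 1.5-fold changes and made 35 to 41 false calls. The list tests recovered the 1 list that was moved and called 0 others. The simulated genes varied independently of each other, so the counts of false calls do not cover differences that many genes of a setup share. In the real data the estimated correlation was 0.34 for the cholesterol and fatty acid synthesis list and -0.008 for the Schwann and satellite glia list. False calls of lists with correlated genes were therefore not simulated.

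The alternatives comprised a filter on dim probe sets, other scalings, other variance models, array weights, replicate blocks, other time scales, each culture left out in turn, and others chosen after the data were seen. Figures were drawn with matplotlib 3.10.9 from tables made with pandas 2.3.3 in Python 3.11.15.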

Results

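Gene expression was measured on 26 Affymetrix arrays. Of these, 24 held explants of the SCG, a sympathetic ganglion, harvested after 2, 5, 12, 24, 40 or 65 h of neurite outgrowth in culture. The 12 control cultures grew beside mock-transfected cells and the 12 Sema3A cultures beside cells transfected with Sema3A, a secreted guidance protein that repels sympathetic axons, with 2 cultures per arm and time. The other 2 arrays held the uncultured SCG and DRG pools. Each array reported 3049 probe sets. The median log2 value per culture lay between 7.56 and 7.84, and correlations between replicates of a group lay between 0.973 and 0.993 across probe sets, which are not independent. The spread of values was less alike. The interquartile range per culture ran from 3.37 (Sema3A 24 h replicate 2) to 4.15 (control 40 h replicate 1).

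The first comparison asked which genes change as SCG explants extend neurites without Sema3A. Single transcripts rose or fell several-fold between the early (2 and 5 h) and late (40 and 65 h) control cultures. Cd44, a receptor for hyaluronan, went from a log2 value of 6.59 ± 1.04 to 9.67 ± 0.85 (SD, n = 4 and 4), an 8.47-fold rise. Dner, a neuronal transmembrane protein related to Notch ligands, went from 9.02 ± 0.19 to 11.48 ± 0.71, and Dclk1, a microtubule-binding kinase of the doublecortin family, from 8.63 ± 0.31 to 10.55 ± 0.66. Cacna2d2, an auxiliary subunit of voltage-gated calcium channels, rose 3.53-fold from 10.26 ± 0.24 to 12.08 ± 0.32. In the other direction, Lypd1, a membrane protein of the Ly6 family, fell 12.4-fold from 10.05 ± 0.28 to 6.42 ± 1.04, and Tpx2, a spindle assembly factor, fell 7.93-fold from 9.15 ± 0.39 to 6.17 ± 0.83.

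The adjusted p values of these 6 genes from limma were 0.000812 for Cd44, 0.00107 for Dner, 0.00317 for Dclk1, 4.0e-05 for Cacna2d2, 0.000101 for Lypd1 and 1.33e-05 for Tpx2. The other rises by the rule for named genes were Stk17b, a kinase related to death-associated protein kinases (log2 difference 3.12), Syt9, a synaptotagmin of secretory vesicles (1.83), Cyp2j9, a cytochrome P450 (1.80), Pygl, a glycogen phosphorylase (1.79), Atp6v1g2, a subunit of the vesicular proton pump (1.78), Cgref1 (1.68), Tspan17 (1.59) and Tm6sf1 (1.54). The other falls were Ncald, a neuronal calcium sensor (-2.82), Spc25, a kinetochore protein (-2.73), Shcbp1 (-2.72), Cep55, which acts in the final separation of daughter cells (-2.69), Rnf128, a ubiquitin ligase (-2.63), Elmo1, an activator of Rac (-2.58), Ncapg2 and Ncapg, condensin subunits (-2.54 and -2.46), Pbk, a mitotic kinase (-2.48), and Bub1b, a spindle checkpoint kinase (-2.42).

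**Figure D1:**
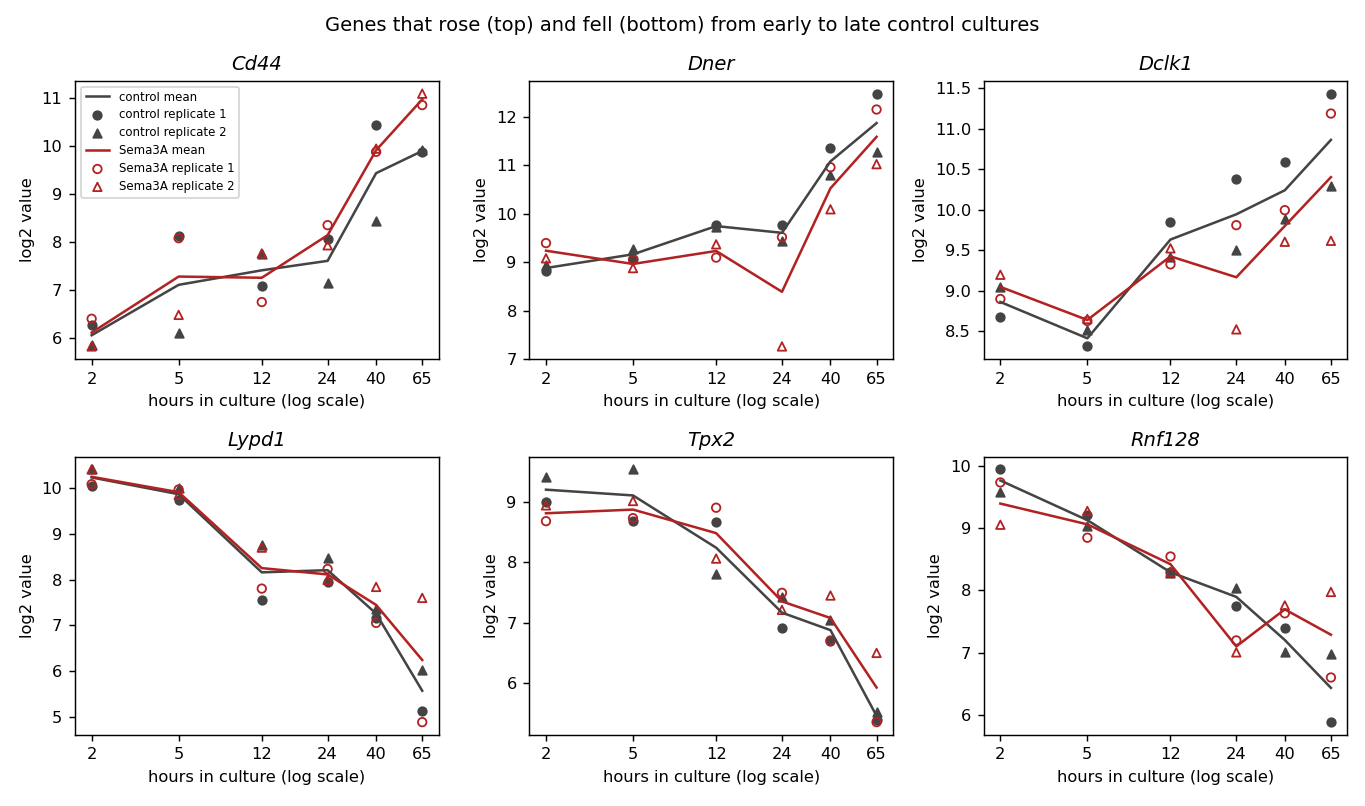
Log2 values of 3 genes that rose and 3 that fell (one symbol per culture, with lines through the means of 2 cultures), against hours in culture on a log scale. In control cultures Cd44 went from 6.59 early to 9.67 late and Lypd1 from 10.05 to 6.42.

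In all, 332 probe sets differed between late and early control cultures at an adjusted p of at most 0.05, of which 142 rose and 190 fell (699 had an unadjusted p of at most 0.05). With each array centred on its median, 204 rose and 156 fell, and after a further quantile normalization 174 rose and 163 fell, so the balance of rises and falls depended on the scaling. Among the called probe sets 53 rises and 70 falls were at least 2-fold, and 6 rises and 28 falls at least 4-fold. The 4 late cultures lay wholly on one side of the 4 early ones for 283 of the called probe sets and for 17.3% of all probe sets, where chance gives 2.86%. The quadratic fit over all 6 times called 209 probe sets, 86 higher and 123 lower late, and 190 of them were also called late against early. At the thresholds of the study 560 probe sets changed (18.4% of those tested), 248 higher and 312 lower late. An unadjusted p of at most 0.05 was reached by 578 probe sets in the quadratic fit, where chance gives 152. Leaving out control 5 h replicate 2 gave 206 calls late against early and 135 in the quadratic fit, which also called 132 and 114 without control 2 h replicate 1 or 2.

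Genes of the cell cycle and DNA replication fell together in control cultures. Of the 22 measured members 20 fell, 2 did not pass the test, and all 22 were lower late, with a median log2 difference of -1.70. Examples were Pbk, Tpx2, for which a brighter probe set than the one above gave -2.58, Knstrn, a mitotic spindle protein (-1.60), and Bub1b. The mean of the list declined from 9.08 and 9.51 in the 2 h cultures to 7.06 and 7.04 in the 65 h cultures. Camera placed the list apart from other genes (adjusted p = 1.69e-29), also with an estimated correlation (adjusted p = 0.0158), and 21 members fell when adjusted over the list alone.

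Lysosomal genes were higher late for all 15 measured members, with a median of 0.19. Of these 3 rose, namely Tpp1, a lysosomal peptidase (0.99), Fuca2, a fucosidase (0.91), and Sgsh, which degrades heparan sulfate (0.38), and 4 rose when adjusted over the list alone, the other being Mcoln1, a lysosomal cation channel (0.44). Camera gave an adjusted p of 0.00396 for this list, and adjusted p = 0.0396 with an estimated correlation. Genes of cholesterol and fatty acid synthesis were higher late for 12 of 13 members, with a median of 0.41. Acss2, which makes acetyl-CoA from acetate (1.37), and Aacs, which activates acetoacetate for lipid synthesis (1.00), rose, and 2 rose when adjusted over the list alone. The rise of the sterol list lay mostly in replicate 1, whose list mean went from 9.28 and 9.36 at 2 and 5 h to 9.97 and 10.04 at 40 and 65 h, against 9.27 and 9.25 to 9.42 and 9.45 in replicate 2. The list passed with camera (adjusted p = 0.0397) but not with an estimated correlation (adjusted p = 0.707), by fry (0.178) or without both 12 h replicate 1 cultures (0.0565). Of the 24 fits with 1 culture left out 4 lost the call, those without control 40 or 65 h replicate 1 (adjusted p = 0.210 and 0.306) or control 2 or 5 h replicate 2 (adjusted p = 0.0576 and 0.0605).

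**Figure D2:**
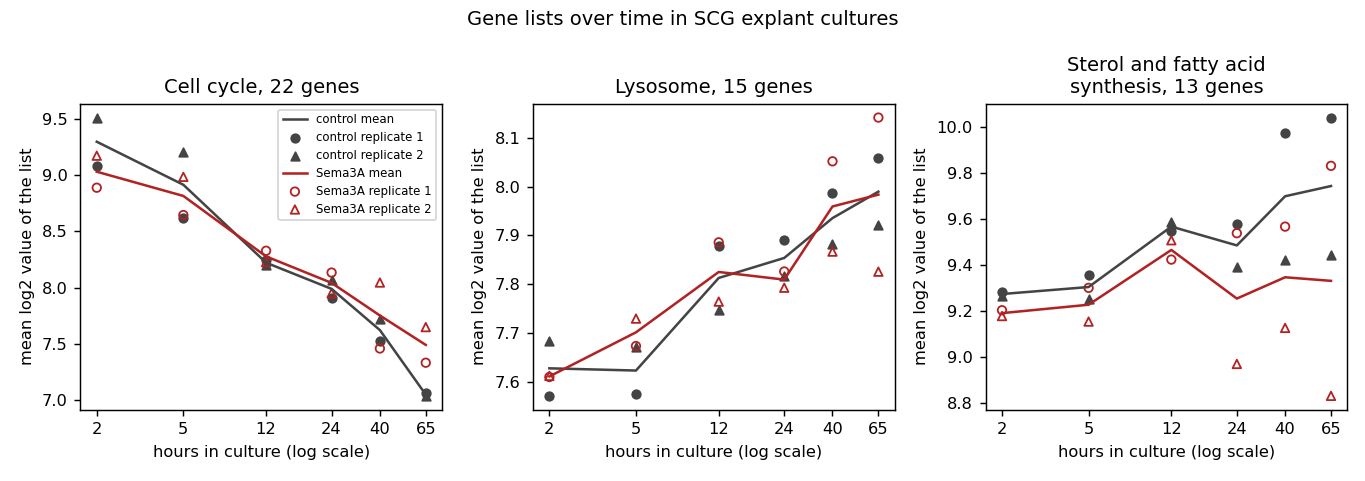
Mean log2 value of the measured members of 3 gene lists in each of the 24 cultures (symbols, with lines through the means of 2 cultures), against hours in culture on a log scale. The cell cycle mean of the control cultures fell from 9.08 and 9.51 at 2 h to 7.06 and 7.04 at 65 h.

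The neuronal lists moved in part. Among 12 genes of synapses and membrane excitability, Cacna2d2, Vamp1, a vesicle fusion protein (0.53), and Unc13a, which primes vesicles for release (0.35), rose, also when adjusted over the list alone, and 9 did not pass. Camera gave an adjusted p of 0.0616 for this list and fry, which asks whether its genes move on balance one way, 0.000133. Of 8 outgrowth- and regeneration-associated genes Dclk1 and L1cam, an axonal adhesion molecule (0.64), rose, while Tnfrsf12a, a receptor of the tumour necrosis factor family, fell (-1.39), with the same 3 when adjusted over the list alone (camera adjusted p = 0.267, fry 0.0273). Dclk1 alone rose among 9 genes of the neuronal cytoskeleton and transport (0.417, 1 adjusted over the list alone). Of 7 sympathetic neuron genes Gch1, which makes the cofactor of noradrenaline synthesis, rose (0.45), and Cartpt, a neuropeptide precursor, fell (-2.31), with the same 2 when adjusted over the list alone (0.745). Of 14 genes of neurotrophin and NGF signalling Dclk1 and Rit1, a Ras-like GTPase (0.77), rose and Pik3r1, a regulatory subunit of phosphoinositide 3-kinase, fell (-2.35), and 3 rose and 1 fell when adjusted over the list alone (0.629). Of 17 genes of semaphorin signalling L1cam rose and Pik3r1 fell, also when adjusted over the list alone (0.872). The values in parentheses after each count are adjusted p values from camera.

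Markers of other cell types and of stress showed few calls. The only members past the test were L1cam among 10 markers of Schwann and satellite glia (camera adjusted p = 0.267), Adamts5, a matrix protease, among 10 of fibroblasts and mesenchyme (1.00, adjusted p = 0.280), Cd44 and L1cam among 12 of extracellular matrix and adhesion (adjusted p = 0.280), Rgs5, a pericyte marker, among 16 of endothelium and pericytes (-2.32, adjusted p = 0.872), Tfrc, the transferrin receptor, among 12 erythroid genes (1.45, adjusted p = 0.629), and Col9a1, a cartilage collagen, among 5 of skeletal muscle and cartilage (-2.30, adjusted p = 0.395). The counts were unchanged when adjusted over the list alone. Egln3, an oxygen-sensing prolyl hydroxylase, fell among 7 genes of hypoxia and glycolysis (-2.01, camera adjusted p = 0.511, fry 0.0371), also adjusted over the list alone. Mafg, a small Maf transcription factor, rose among 9 immediate-early and injury transcription factors (0.77, adjusted p = 0.874), and Srf (-0.54), Maff (-1.16) and Hivep2 (-0.60) passed as well when adjusted over the list alone. None of the 9 heat shock and unfolded protein response genes, 6 apoptosis genes, 6 macrophage markers or 9 interferon response genes passed (camera adjusted p = 0.745, 0.874, 0.430 and 0.745), and 0 passed when adjusted over the list alone. The sensory neuron, Hox and sex-linked lists had 2, 4 and 2 measured genes and were not tested, with 0 members past the threshold, and the ribosome list had 0.

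The second comparison asked whether the same late minus early change occurred beside Sema3A-transfected cells. Of the 24 genes named by the outgrowth rule 19 were called in the Sema3A arm as well, and all 24 had the same sign. Cd44 (log2 difference 3.75), Cacna2d2 (1.67) and Dclk1 (1.26) rose, while Lypd1 (-3.24), Pbk (-1.75) and Rnf128 (-1.73) fell (n = 4 and 4 Sema3A cultures). Stk17b (2.47), Syt9 (1.16), Tm6sf1 (1.17), Cgref1 (1.08) and Pygl (1.02) had positive differences that did not pass in this arm. Of the 22 cell cycle genes 18 fell, with a median of -1.48, and 20 fell when adjusted over the list alone. Of 15 lysosomal genes Tpp1 (1.56) and Sgsh (0.41) rose. Of the 21 other probe sets of list members called in control cultures 9 were called in this arm and 12 were not, among them Acss2 (1.03), Aacs (0.39), Gch1 (0.26), Cartpt (-1.33), Egln3 (-1.51), Pik3r1 (-1.38), Vamp1 (0.48) and Unc13a (0.19), though all 21 had the same sign. The sterol list did not pass (camera adjusted p = 0.556).

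In the Sema3A arm 208 probe sets differed between late and early cultures, 87 higher and 121 lower (580 at an unadjusted p of at most 0.05). Without Sema3A 2 h replicate 1 there were 132 calls, and without the replicate 2 cultures of 24, 40 and 65 h, which lay apart on the second principal component, 352. The split was 146 and 98 with each array centred on its median and 117 and 112 after quantile normalization. Both arms called 156 probe sets, all in the same direction, namely 52 rises and 104 falls, though the arms share culture setups and are not independent. Of the 332 called in control cultures, 329 had the same sign in the Sema3A arm. The late minus early differences of the arms correlated across genes at r = 0.89, where genes are not independent. The r was 0.87 and 0.80 between cultures of the same replicate number and 0.57 and 0.66 between cultures of different numbers. The difference between the arms was past the threshold of limma for 0 probe sets, with and without the pairs as a block, and 41 had an unadjusted p of at most 0.05.

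The third comparison placed the changes within the time course, averaged over both arms. From 2 to 5 h Hilpda, a lipid droplet protein, rose by a log2 difference of 0.90 ± 0.16 (SE, n = 4 and 4), as did Cers4, a ceramide synthase (0.74 ± 0.12), and Samd4, an RNA-binding repressor of translation (0.70 ± 0.13). Over the same step Mmd2 (-1.68 ± 0.25), Socs4, a suppressor of cytokine signalling (-1.53 ± 0.13), and Oaf (-1.30 ± 0.26) fell. From 5 to 12 h Pde4b, a cyclic AMP phosphodiesterase (1.79 ± 0.35), Syt9 (1.60 ± 0.35) and Ubl7 (1.56 ± 0.37) rose, and Slc15a2, a peptide transporter (-2.58 ± 0.51), Tnfrsf12a (-1.72 ± 0.28) and Elmo1 (-1.71 ± 0.35) fell. None of these 6 passed without both 12 h replicate 1 cultures (adjusted p = 0.152 to 0.337), when the differences were 1.60 ± 0.44, 1.62 ± 0.47, 1.45 ± 0.48, -2.22 ± 0.64, -1.51 ± 0.36 and -1.25 ± 0.39 in the same order. Oaf from 2 to 5 h did not pass without them either (adjusted p = 0.0620). As3mt, an arsenite methyltransferase, fell by 1.52 between 40 and 65 h (adjusted p = 0.0227).

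There were 17 probe sets past the threshold from 2 to 5 h (3 rises, 14 falls), 89 from 5 to 12 h (47 rises, 42 falls), 0 from 12 to 24 h, 0 from 24 to 40 h and 1 from 40 to 65 h. At an unadjusted p of at most 0.05 limma found 240, 593, 392, 163 and 151. Both 12 h replicate 1 cultures stood apart from the other cultures on the third principal component (scores of 20.7 for each, against 4.36 or less elsewhere), and without them the step from 5 to 12 h had 7 calls and the step from 40 to 65 h had 0. All 89 kept their direction without them, but the remaining 5 and 12 h cultures had also helped to select these 89. The kept direction is therefore no independent check. With the culture setup as a random block the counts were 6 from 2 to 5 h, 12 from 5 to 12 h and 0 from 40 to 65 h, so the counts rest on treating both arms of a setup as independent. Of the genes named for these steps only Mmd2 (adjusted p = 0.0124), Socs4 (0.000167) and Tnfrsf12a (0.0407) passed with that block, which leaves the differences as they are and widens their SE (for Hilpda from 0.16 to 0.18, for Pde4b from 0.35 to 0.41). The others had adjusted p values of 0.0606 to 0.233. Leaving out any 1 of the 8 cultures at 5 and 12 h moved the count of 89 to between 17 and 292.

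The fourth comparison asked which genes respond to Sema3A. The measured differences between the arms were small for single genes and largest at 65 h. At the thresholds of the study 13 probe sets (0.426% of those tested) were affected, all with their largest difference at 65 h, with a median of 1.91-fold and a maximum of 2.77-fold. The interaction terms hold hours and hours squared, so 65 h weighs most in them. That all 13 peaked at 65 h is therefore in part set by the test. The genes named by the rule were Cyp2j9 (log2 difference 1.47 at 65 h), Pld1, a phospholipase (1.20), Col5a2, a fibrillar collagen (0.93), Kcnn2, a calcium-activated potassium channel (0.93), and Cald1, an actin-binding protein (0.83), all higher beside Sema3A. With the pairs as a block 84 probe sets met these thresholds, with a median of 1.70-fold and a maximum of 3.43-fold. Without Sema3A 65 h replicate 1 the unpaired count was 100.

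Adjusted over all probe sets, limma called 0 for the interaction of time and treatment (25 at an unadjusted p of at most 0.05), 0 for the mean Sema3A effect (65) and 0 at any single time (24, 14, 21, 37, 26 and 73 from 2 to 65 h). With the pairs as a block the interaction of Kcnn2 passed (adjusted p = 0.0243). The difference between the arms for Kcnn2 was -0.35 and -0.15 in the pairs at 2 h, 0.42 and 0.93 at 40 h, and 0.80 and 1.06 at 65 h. For the mean effect the block called 0 probe sets, and 314 reached an unadjusted p of at most 0.05, 232 of them lower and 82 higher beside Sema3A. In that fit the 95% interval excluded a 1.5-fold mean effect for 98.4% of probe sets. This share concerns the mean over all times and includes dim probe sets, so it does not exclude an effect at 1 time. The arms differed at least 1.5-fold for 124 probe sets at 65 h, against 16 at 2 h. The spread between replicates at these times was not set beside these counts. Among 17 semaphorin signalling genes the members with the smallest p were Rras2 (-0.15), Pak2 (0.09), Wasf1 (-0.25) and Rnd3 (-0.34), none of which passed. Of the genes the study followed by quantitative PCR, 0 had a probe set in the table.

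Differences were shared within some gene groups. Genes of cholesterol and fatty acid synthesis were lower beside Sema3A for 11 of 13 members, with a median log2 difference of -0.21, and the list mean was lower in 12 of 12 pairs. These values carry no correction for brightness. The mean differences were -0.46 ± 0.09 for Acss2, -0.41 ± 0.11 for Cyp51, a sterol demethylase, and -0.40 ± 0.09 for Aacs (SE, each lower in 11 pairs). Markers of fibroblasts and mesenchyme were higher for 9 of 10 members, with a median of 0.06, and Fbln5, an elastic fibre protein, was higher in 12 of 12 pairs (0.37 ± 0.07). Camera gave an adjusted p of 5.05e-05 for the sterol list and 0.00119 for the fibroblast list. Neither passed with an estimated correlation (adjusted p = 0.243 and 0.176). The sterol differences were among the largest at 24 and 65 h of replicate 2 (-0.42 and -0.61), whose Sema3A arrays lay apart on the second principal component (scores of -17.8 and -17.6, against -9.77 or more elsewhere). These Sema3A arrays also had narrower interquartile ranges than their controls (3.37 against 3.74, and 3.56 against 3.69). At 40 h replicate 1 it was narrower too (3.88 against 4.15, sterol difference -0.41). At 40 h replicate 2 it was wider (3.82 against 3.71), with a sterol difference of -0.30. Without the 24 and 65 h pairs of replicate 2 the median of the sterol list was -0.15, with 12 of 13 members lower. Of 512 exchanges of the arms within the 10 remaining pairs 6 gave a median as far from 0. This share was not adjusted over the lists.

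**Figure D3:**
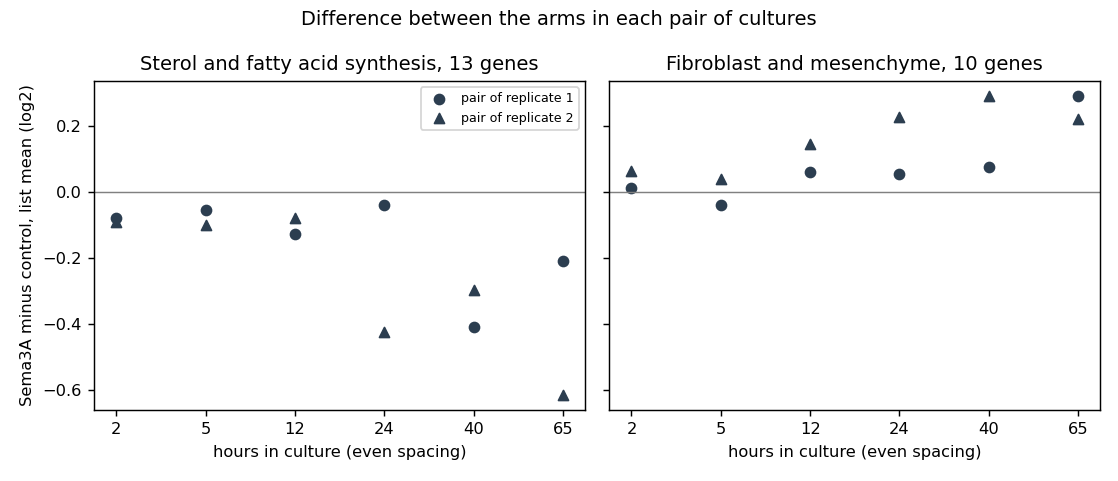
Sema3A minus control difference of the list mean (log2) in each of 12 pairs of cultures with the same time and replicate number, for 2 gene lists, plotted by hours in culture at even spacing. The sterol and fatty acid synthesis mean was below 0 in 12 pairs and the fibroblast and mesenchyme mean in 1.

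Of the single members 0 passed over all probe sets, and with the pairs as a block 6 sterol genes and 1 fibroblast gene passed when adjusted over the list alone, as did 1 member each of the hypoxia, heat shock, apoptosis and erythroid lists. Fry gave an adjusted p of 0.469 for the sterol list, and 0.0436 with that block. Of the other lists, Schwann and satellite glia (median 0.06), extracellular matrix and adhesion (0.03), heat shock and unfolded protein response (-0.10), and cell cycle and DNA replication (0.05) each passed camera at the same adjusted p of 0.0457, and kept the call in only 9, 11, 8 and 8 of the 24 fits with 1 culture left out (highest adjusted p = 0.297, 0.357, 0.253 and 0.666). None of these 4 passed with an estimated correlation (adjusted p = 0.176, 0.533, 0.176 and 0.847), and the cell cycle list did not pass with the pairs as a block (adjusted p = 0.0736). The other 15 lists tested did not pass, at adjusted p values of 0.234 or more.

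The fifth comparison set control cultures against freshly dissected SCG, the baseline of the time course. Chac1 and Maff stood highest above the pool. Chac1, a glutathione-degrading enzyme induced by the unfolded protein response, was higher than in the pool by log2 differences of 4.99 and 3.82 in the 2 cultures at 2 h, Maff, a small Maf transcription factor, by 3.07 and 3.30, and Socs4 by 1.58 and 1.59. Sostdc1, a secreted antagonist of bone morphogenetic proteins and Wnt (-2.42 and -1.51), Dner (-1.56 and -1.41) and Cers4 (-1.19 and -1.16) were lower. Socs4 and Oaf (2.04 and 1.77), both above the pool at 2 h, fell from 2 to 5 h, and Cers4 rose, though the 2 h cultures enter both comparisons.

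Both 2 h control cultures were at least 2-fold above the pool for 25 probe sets and at least 2-fold below it for 18. The others named by the rule were Nr1d2, Arid4b, Gpatch8, Dact1, Kmt5b and Ccdc59 above, and Mitd1, Chst1, Erlin1, Mtmr4, Mtf2, Agtpbp1 and Pde2a below. By 65 h 31 probe sets were above and 87 below. The replicates of a group were themselves at least 2-fold apart for 27 to 241 probe sets, and 37 at 2 h. Taken singly, the 2 h control replicates 1 and 2 were at least 2-fold from the pool for 138 and 75 probe sets. The pool was 1 array, so these differences have no replicate check on its side and no test.

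The sixth comparison set the DRG pool, which holds sensory neurons, against the SCG pool. Of 7 genes of sympathetic neurons 6 were lower in DRG, among them Gch1 (log2 difference -6.48), Cartpt (-4.14) and Ecel1, an endopeptidase of neurons (-4.12). Egln3 was lower by a log2 difference of -6.59, as were Slc38a4, an amino acid transporter (-5.68), Stk26, a kinase (-5.50), Parva, an adhesion protein (-4.48), Rnf128 (-4.37), Samd4 (-4.24) and Ncald (-4.16). Cd44 (4.87), Enc1, an actin-binding protein (4.68), Edil3, an integrin ligand (4.51), Grb14, an adaptor of the insulin receptor (3.93), Rai14 (3.80), Klhl5 (3.45), Ngfr, the low-affinity neurotrophin receptor (3.27), Utrn, a homologue of dystrophin (3.06), Gpx8 (3.05) and Plpp3 (2.75) were higher in DRG. Hoxa9 (5.42), Hoxb2 (3.51) and Hoxa3 (3.41), which specify position along the body axis, were higher as well, while Hoxd9 was not (-0.13). Of the 2 measured sensory neuron genes Calcb, a neuropeptide precursor, was higher (0.51) and Cntnap2 lower (-0.11), with a list percentile of 77.3.

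At least 4-fold differences numbered 56 higher and 34 lower in DRG, and the pools correlated at r = 0.951 across genes. Of 22 cell cycle genes 22 were lower in DRG, with a median of -1.35 that lay below all 10000 random lists matched on expression (percentile 0). The median was -0.76 for sympathetic neuron genes (percentile 1.18), 3.46 for 4 Hox genes (99.98), 0.70 for fibroblast genes (99.98) and 0.44 for immediate-early and injury genes (99.85). The pools came from embryos 1 day apart, embryonic day 12 for DRG and 13 for SCG, with 1 array each, so tissue and age were not separated and no test was made.

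**Figure D4:**
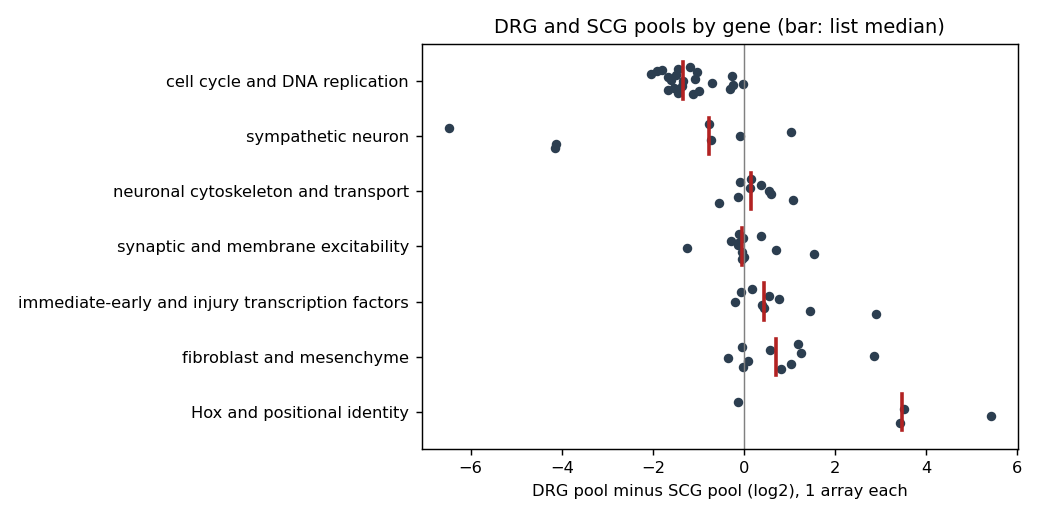
DRG minus SCG pool difference (log2) of the measured members of 7 gene lists, with 1 array per pool. Points are genes and bars are list medians, which were -1.35 for cell cycle, -0.76 for sympathetic neuron and 3.46 for Hox genes.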

Values the study reported

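In SCG cultures, the study reported 5,097 probesets that changed at least 1.5 fold over time, of which 1,728 passed its polynomial regression at p ≤ 0.05. It counted 249 probesets as affected by Sema3A in SCG, with a median difference of 1.76 fold between the arms and a maximum of 4.68 fold. These counts covered both the A and B arrays. Among the SCG genes the study followed by quantitative PCR, none showed a significant Sema3A effect. The study proposes that Sema3A acts locally and not through transcription.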

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

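The brightness trend test and the counts over other groupings of the cultures were planned before their results were seen. The tests of neuron share and of growth with time, the early against late pair tests, the adjustment of the shares over the lists, and the exchanges at the thresholds of the study with the pairs as a block, were chosen afterwards.

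Kcnn2 was singled out because its difference between the arms changed over time, with an adjusted interaction p of 0.0243 in limma with the pairs as a block. Its difference was -0.35 and -0.15 in the pairs at 2 h and 0.80 and 1.06 at 65 h. The list means of 3 gene groups were singled out because their differences between Sema3A and control cultures were not alike in the early (2 and 5 h) and late (40 and 65 h) pairs. For fibroblast and mesenchyme markers the difference was 0.02 ± 0.04 early and 0.22 ± 0.10 late (SD, n = 4 and 4, exact permutation p = 0.0286, two-sided). For heat shock and unfolded protein response genes it was 0.02 ± 0.11 early and -0.21 ± 0.11 late (exact permutation p = 0.0286). For cholesterol and fatty acid synthesis it was -0.08 ± 0.02 early and -0.38 ± 0.17 late (exact permutation p = 0.0286). This is the smallest p that 4 against 4 pairs can give, 3 of the 21 lists tested reached it, and adjusted over the lists it was 0.2.

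Lower sterol and fatty acid synthesis genes beside Sema3A were weighed against 2 technical explanations. After the trend of each pair difference on brightness was removed the list median was -0.16, against -0.21 before, which argues against brightness as the whole cause. A lower share of neurons would lower neuronal transcripts alike. Over all pairs the median of 14 bright neuronal cytoskeleton and synaptic genes was -0.017 (25th to 75th percentile -0.08 to -0.01), far smaller than the sterol difference. That median joins early and late pairs, whereas the sterol difference lay mostly late. From early to late pairs the neuronal cytoskeleton list mean went from 0.08 to -0.06 and the synaptic list mean from 0.05 to -0.06. A lower share of neurons in the late pairs is therefore not excluded. Whether the effect grows with time stays open, because the only test of it is the one that singled out the list (exact permutation p = 0.0286, 0.2 adjusted over the lists), and other differences between mock-transfected and Sema3A-transfected aggregates were not tested. Only 10 of 2048 exchanges of the arms within pairs gave a median as far from 0 (real -0.21, highest other 0.24), which excludes chance for this list taken alone, but adjusted over the 21 lists the share was 0.103, so chance is not excluded for a list picked from 21.

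For the fibroblast list 163 of 2048 exchanges gave a median as far from 0 (real 0.06, highest other 0.09), so chance cannot be excluded. For the mean Sema3A effect 9 of 99 exchanges gave as many probe sets at an unadjusted p of at most 0.05 (real 314, highest other 509), for the interaction 28 of 99 (231 and 998), and at the thresholds of the study 52 of 99 without the block (13 and 37) and 22 of 99 with it (84 and 126), so chance cannot be excluded for any of these 4. An exchange that called 998 probe sets points to structure among the samples other than treatment. For the difference between the arms in the late minus early change 5 of 35 splits gave as many (249 and 434 at an unadjusted p of at most 0.05), and chance cannot be excluded.

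For late against early cultures only 1 of 35 splits, the real one, gave as many calls, in the control arm (320, highest other 1) and in the Sema3A arm (139, highest other 0). This share is the smallest that 35 splits can give. The arms share culture setups, so their results are not independent. The real split therefore stood apart from every other one, but the splits alone do not exclude chance. For the medians of the cell cycle list (1 of 35, real -1.70, highest other 1.35) and the lysosome list (1 of 35, real 0.19, highest other 0.18) in control cultures the share is the smallest that 35 splits can give. The real split lay farthest from 0 for the cell cycle list taken alone, and only narrowly for the lysosome list taken alone. These shares were not adjusted over the lists tested. The splits therefore cannot exclude chance for a list picked from among them. For the cholesterol and fatty acid synthesis list late against early 2 of 35 splits gave a median as large (real 0.41, highest other 0.45), and chance cannot be excluded.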

How the results depend on the processing

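The alternatives that leave out both 12 h replicate 1 cultures or the replicate 2 cultures of 24, 40 and 65 h or the replicate 2 pairs of 24 and 65 h, the random block of the culture setup, the 3 terms with pairs as a block, and the block on the late minus early difference were chosen after the data were seen. Keeping probe sets of types i, r and x was not run, because the table holds none. The fit of array weights did not reach its convergence tolerance. None of the 24 named outgrowth genes reversed late against early, and no list that passed was called in the other direction. The genes named for the other comparisons were not rerun in this way. Medians of lists that did not pass could change sign. For Sema3A the sympathetic neuron median was -0.04, and 0.05 after quantile normalization. The balance of rises and falls late against early did reverse. In control cultures it went from 142 and 190 to 204 and 156 with centred arrays and 174 and 163 after quantile normalization, and in the Sema3A arm from 87 and 121 to 146 and 98 and to 117 and 112. Of 765 values of the 24 named outgrowth genes 751 kept their call and 14 lost it. The mean Sema3A effect and the difference between the arms in the late minus early change stayed at 0 calls under every alternative.

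Counts that moved by more than 1.5 times follow; the cause was not tested except where fewer probe sets, another threshold or fewer cultures is the setting. The quadratic fit (209) called 318 with log2 hours, 63 with time as a factor and 634 with both arms. With array weights the step from 2 to 5 h (17) called 144, that from 5 to 12 h (89) 236, and the thresholds of the study for Sema3A (13) 23. Without both 12 h replicate 1 cultures the counts were 7 from 5 to 12 h, 0 from 40 to 65 h (1) and 20 at the Sema3A thresholds. Without the replicate 2 cultures of 24, 40 and 65 h they were 352 late against early in the Sema3A arm (208), 41, 10, 21 and 15 for the steps from 2 to 5, 12 to 24, 24 to 40 and 40 to 65 h, 24 at the Sema3A thresholds, and 5 lists late against early (3). The setup as a random block gave 6, 12 and 0 from 2 to 5, 5 to 12 and 40 to 65 h. The step from 24 to 40 h (0) called 1 with centred arrays, and that from 40 to 65 h 4 after quantile normalization and 2 with a trended robust prior. Among probe sets brighter than the median 3 met the Sema3A thresholds, 25 differed from the SCG pool (43), 48 between the pools (90), and 3 lists passed for Sema3A (6). At least 1.5-fold gave 171 against the SCG pool, and at least 2-fold 267 between the pools. Fry called 5 lists late against early and 0 for Sema3A, and an estimated correlation 0 for Sema3A.

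Replicate numbers were not taken to pair the cultures across times, since only 9 of 15 pairs of times correlated above 0.1 (-0.17 to 0.66). The replicate number as a block gave 218 for the quadratic fit, 462 and 310 late against early in control and Sema3A cultures, 41, 228, 0, 2 and 4 for the 5 steps, 578 and 18 at the thresholds of the study, and 4 lists in each contrast. Pairs of the same time as a block gave 1 call for the Sema3A interaction, 4 with 3 terms, 84 and 115 at the Sema3A thresholds, and 5 lists.

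With each culture left out in turn the quadratic fit called 114 to 277 (132, 114 and 135 without control 2 h replicates 1 and 2 and 5 h replicate 2), and 490 to 612 met the thresholds over time. Late against early the counts were 206 to 361 in control cultures (206 without 5 h replicate 2) and 132 to 222 in the Sema3A arm (132 without 2 h replicate 1). The step from 2 to 5 h gave 9 to 21 (9 and 10 without control 5 h replicates 1 and 2, 10 without Sema3A 5 h replicate 1). That from 5 to 12 h gave 17 to 292 (control 5 h replicates 36 and 29, 12 h 17 and 260, Sema3A 5 h 39 and 36, 12 h 21 and 292). That from 12 to 24 h gave 0 to 133 (control and Sema3A 12 h replicate 2 133 and 122, Sema3A 24 h replicate 1 9), and that from 24 to 40 h 0 to 3 (Sema3A 24 h replicate 1 2, 40 h replicate 2 3). That from 40 to 65 h gave 0 to 10 (0 without control or Sema3A 40 h replicate 1, 2 without control 5 h replicates, control 65 h replicate 2 or Sema3A 65 h replicate 1, 4 without Sema3A 24 h replicates or 40 h replicate 2, 10 without Sema3A 65 h replicate 2). The Sema3A interaction gave 0 to 1 (1 without control 65 h replicate 1 or Sema3A 65 h replicate 2). The Sema3A thresholds gave 12 to 100 (100 without Sema3A 65 h replicate 1, 20 or 21 without control 40 h replicate 1, either control 65 h replicate, Sema3A 24 h replicate 1 or 40 h replicate 2). Lists past the threshold numbered 2 to 3 late against early and 2 to 6 for Sema3A (2 or 3 without control 2, 5 or 12 h replicate 2, 24 or 40 h replicate 1, Sema3A 2 h replicate 2, 5, 40 or 65 h replicate 1, 24 h replicate 2 or either 12 h replicate). A lone culture of a group was assumed to vary like the others.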

Other observations

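The list tests in the Sema3A arm, the 3-term fit with pairs as a block, and the tests of the 5 to 12 h step and of Xist and Kdm5d were chosen after the results were seen.

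Markers of fibroblasts and mesenchyme passed late against early in the Sema3A arm (camera adjusted p = 0.00536, n = 4 and 4, adjusted p = 0.240 with an estimated correlation). Adamts5 (log2 difference 1.36), Col14a1, a fibril-associated collagen (0.93), and Col5a2 (0.78) rose among the 10 measured members, and 4 rose when adjusted over the list alone. In control cultures Col14a1 (0.47) and Col5a2 (0.19) did not pass. The difference between the arms in this change was past the threshold of limma for 0 probe sets (41 at an unadjusted p of at most 0.05). Schwann and satellite glia genes, including Moxd1 (0.74), had a camera adjusted p of 0.0964 in the Sema3A arm.

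The rest of the 13 probe sets at the thresholds of the study, listed after their values were seen, were 1 clone and Ptprj (log2 difference 1.31 at 65 h), Aspa (1.11), Slc44a1 (0.75), Creb3l2 (0.65), Dlk2 (-0.62), Xist (-0.89) and Mef2c (2.14-fold higher beside Sema3A). With 3 terms and the pairs as a block, limma called 4 genes, Kcnn2 (adjusted p = 0.0123), Aacs (0.0248, -0.75 at 40 h), Hyou1, an endoplasmic reticulum chaperone (0.0248, -0.60 at 40 h), and Acss2 (0.0424, -1.02 at 65 h). Tfrc, which like the sterol genes was higher late in control cultures, was lower beside Sema3A in 10 of 12 pairs (-0.38 ± 0.11, SE) without passing the test.

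The step from 5 to 12 h was weighed as a change in time against a difference of 1 culture setup, since both 12 h replicate 1 cultures stood apart. Over the 100 probe sets with the largest difference within replicate 1, the difference within replicate 2 was 0.214 times as large (median), and 75% had the same direction. With the replicates exchanged these values were 0.439 and 71%. Of all probe sets 64.5% had the same direction. The setup and the time therefore cannot be told apart from 2 setups. Scaling between arrays was argued against, since 67 of the 89 called probe sets were still called after quantile normalization. Time in culture may contribute, since 65.2% of the called probe sets lay nearer to their 12 h than to their 5 h level at 24 h. This is weak evidence, because the probe sets were selected for a difference in this step and no share for unselected ones was computed.

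For the steps the splits that keep the cultures of a setup together number 3 each, too few for a share under 0.05. The split by time called 96 probe sets from 2 to 5 h (1 of 3 splits as large, highest other 31), 183 from 5 to 12 h (1 of 3, highest other 3), and 0 from 12 to 24 h, 24 to 40 h and 40 to 65 h (3 of 3 each, highest others 11, 371 and 486). The splits with 371 and 486 calls separate replicate 1 from replicate 2, which points to structure among the setups.

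Xist, expressed from the inactive X chromosome of females, and Kdm5d, a gene of the Y chromosome, moved in opposite directions between the arms in 10 of 12 pairs. Their Sema3A minus control differences correlated across the 12 pairs (Pearson r = -0.83, permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 2e-05, Spearman rho = -0.86, permutation p = 0.00062, adjusted p = 0.00124), and r was -0.84 without the 2 pairs farthest from the median in Xist. The values across the 24 cultures, which share setups, were less closely related (r = -0.42, permutation p = 0.0398, adjusted p = 0.0398, rho = -0.34, permutation p = 0.103, adjusted p = 0.103, r = -0.24 without the 2 farthest). At 65 h replicate 1 Xist was 6.87 in the control and 5.32 in the Sema3A culture, and Kdm5d 7.06 and 8.90. A candidate explanation is a different mix of male and female embryos in the arms (r = -0.83), which would make Xist at the thresholds of the study a difference of sex and not of Sema3A; no other explanation was tested, and 2 relations were computed.

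At the thresholds of the study the largest difference between the arms was 2.77-fold here. That is lower than the value quoted from the study above, and the table analysed here held 3049 probe sets of 1 array type. The 560 and 13 probe sets counted here at these thresholds come from another set of probe sets than the counts quoted above, so no direction is given.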
